A study of Mus musculus with 16 samples. Its data were reported in "Smarcad1 mediates microbiota-induced inflammation in mouse and coordinates gene expression in the intestinal epithelium" (2020).

How the data were processed

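Chromatin immunoprecipitation with sequencing (ChIP-seq) for histone H3 dimethylated at lysine 9 (H3K9me2) or trimethylated at lysine 9 (H3K9me3) was analysed from small intestinal crypts of mice. WT mice were compared with mice in which Smarcad1, a chromatin remodeling factor, was deleted in the intestinal epithelium by a Cre recombinase expressed from the Villin promoter (KO). Groups and replicate numbers came from the sample titles. Each mark had 3 WT and 3 KO libraries and 1 input library (sonicated chromatin without antibody) per genotype, 16 libraries in total.

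According to the methods of the study, paired-end reads were trimmed, mapped to GRCm38 with Bowtie 2, filtered on mapping quality and stripped of duplicates in SeqMonk. Peaks were called with MACS once per mark, on all ChIP libraries together against both inputs, so a peak is not evidence for any single library. The H3K9me3 values deposited by the authors were log2 read counts per peak with a lower limit of 1 read, transformed so that the 6 ChIP libraries had matching distributions. The transformation removed differences in depth and any shift of the mark over all peaks. The input values in the same deposited tables were log2 counts without that step. The H3K9me2 signal deposited by the authors was the mean read count per MACS peak within a region, and 47065 regions grouped 179733 peaks. The mean multiplied by the number of peaks lay at most 0.00114 from a whole number in every region, and these sums of reads were tested. Shorter tables deposited by the authors listed the peaks past their own edgeR test, with a Benjamini-Hochberg adjusted p-value per peak, as read counts for H3K9me2 and as log2 values for H3K9me3. No per-sample value column was left without a sample, and 8 columns of standard deviations were not used.

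H3K9me3 was tested with limma 3.58.1 (lmFit and eBayes with trend) on the deposited log2 values, since the full table held no counts. H3K9me2 was tested with the edgeR 4.0.16 quasi-likelihood F test on region sums with TMM normalization. Both fits had genotype as the single term, used the 6 ChIP libraries of the mark, were two-sided, and used a Benjamini-Hochberg adjusted p-value under 0.05 as the threshold. The H3K9me2 test ran on regions and not on single MACS peaks, which is coarser than the test of the study.

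Read counts for H3K9me3 were also recovered, a step chosen after seeing the data. All peaks with the same count in a library share 1 value after the distributions are matched, so the rank of a value among the distinct values of a library gave its count. Applying the transformation to these counts returned the deposited values to within 0.002 on the log2 scale for 99.7% of peaks in each library, and the remaining counts were extrapolated from the scale of the library. In 823 peaks (0.39%) at least 1 library was extrapolated. The recovered counts served for depth and for alternative count tests. A count of 0 and of 1 cannot be separated in them.

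The functions were tested on simulated data before use, with 200 features changed 2-fold among the real means and dispersions. The H3K9me3 fit recovered 69% of these over 212313 peaks with 2 false calls, and the H3K9me2 fit recovered 90% over 47065 regions with 10 false calls. Recovery below 100% means that some of the 2-fold changes were missed. Other sizes of change were not simulated. The changed features were drawn only from those above a minimum mean read count, so recovery at lower counts was not measured.

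Gene overlap and the nearest gene within 5 kb came from the deposited annotation, and GC content and exon overlap from the GRCm38 genome with GENCODE M21. Widths were compared by a permutation test with 100000 resamples across peaks, for which 1e-05 is the smallest possible p. Gene overlap was compared by Fisher's exact test. Gene lists were tested with camera at a preset correlation of 0.01. ChIP over input was computed from reads divided by all reads in peaks of the library, with 1 read added, against the input of the same genotype and mark. Library totals outside peaks were not used here, so these ratios are relative to the average peak. R 4.3.3, DESeq2 1.42.0, GenomicRanges 1.54.1 and Python 3.11.15 were used.

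The peaks named were set by a rule before the data were examined. They were the 5 lower and the 5 higher H3K9me3 peaks with the smallest p among peaks past the threshold, within 5 kb of a gene with a symbol, and with all 3 KO values on one side of all 3 WT values (1 peak per gene); every H3K9me2 region past the threshold; the called peak of smallest p in each listed gene; and peaks over Smarcad1 or Vil1. The lists, 17 genes described as upregulated or, for those linked to innate immunity, as mostly upregulated in KO and 5 genes described with gained H3K9me3, were taken from the text of the study. Alternatives were other normalizations, tests, filters, thresholds, input and GC corrections, a replicate block, and each library left out in turn.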

Results

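H3K9me2 and H3K9me3, histone marks of repressed chromatin, were profiled by ChIP-seq in small intestinal crypts of WT and Smarcad1-KO mice, with 3 libraries per genotype and mark. The H3K9me3 table held 212313 peaks with a median width of 1350 bp that covered 413.9 Mb of the GRCm38 genome. The H3K9me2 table held 47065 regions with a median width of 7050 bp that covered 772.6 Mb. Recovered H3K9me3 reads in peaks numbered 11300708, 9725752 and 11505558 in WT replicates 1 to 3 and 7064131, 11831850 and 10088193 in KO replicates 1 to 3. H3K9me2 reads in regions numbered 28985859, 22662273 and 20012262 in WT and 39025082, 18986927 and 39080740 in KO. The inputs held 8838386 (WT) and 8452186 (KO) reads over H3K9me3 peaks and 11716581 (WT) and 12365259 (KO) over H3K9me2 regions. The median H3K9me3 peak held between 23 and 38 reads per library, and the median H3K9me2 region between 163 and 343. No library pair agreed within sampling noise, so all were kept as separate replicates.

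The targeted locus and the source of the Cre promoter were examined first. No H3K9me3 peak and no H3K9me2 region overlapped Smarcad1 (chromosome 6, 65042583 to 65116061), so the deletion could not be checked in these tables. A single H3K9me3 peak overlapped Vil1, on chromosome 1 from 74401801 to 74415300, including the transcription start site. Recovered counts were 50, 46 and 47 reads in the WT libraries. Counts in the KO libraries lay above the highest ones recovered exactly (252, 455 and 376) and were estimated by extrapolation as 3515, 4716 and 4727. The log2 fold change was 6.69 (SE 0.08, limma adjusted p = 6.78e-48). The input without antibody also differed at this peak, with 296 reads in WT and 3288 in KO.

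To ask whether loss of Smarcad1 changed H3K9me3 locally, each peak was compared between genotypes. In KO, 5226 peaks were lower and 536 were higher, so 90.7% of the changed peaks were lower. The DESeq2 test on recovered counts, the count test that moved these numbers most, gave 2272 lower and 126 higher peaks. All 3 KO values lay on one side of the 3 WT values in 15.5% of all peaks, against the 10% given by chance. The median log2 fold change over all peaks was 0.028, which is relative to the matched distributions and does not measure the total amount of the mark. The median change was -0.82 among lower peaks and 0.83 among higher peaks. The authors' deposited table listed 6170 peaks, of which 5644 were lower and 526 higher by their values. Of these, 5039 lower and 441 higher peaks were also called here, none in the opposite direction, and 282 peaks were called here alone.

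The lower peaks with the smallest p were near Rdh16, AC124134.1, Polm, Zfp809 and Gstz1. The Rdh16 peak (chromosome 10, 127817551 to 127822650), inside the gene and outside its exons, fell from 8.02 ± 0.18 to 6.02 ± 0.23 on the log2 scale (SD, n = 3 in each genotype; limma adjusted p = 1.42e-16). The peak inside AC124134.1 (chromosome 12, 7824151 to 7828200) had a log2 fold change of -1.6 (SE 0.12, limma adjusted p = 2.83e-14). The Polm peak (chromosome 11, 5840101 to 5844750) lay 2085 bp downstream of the gene and changed by -1.79. The Zfp809 peak (chromosome 9, 22234801 to 22243800) changed by -1.53, and the Gstz1 peak (chromosome 12, 87149101 to 87156300), which covered a transcription start site, by -1.41.

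The higher peaks with the smallest p were at Vil1, Mt1, Tcf4, Fat1 and Arl15. The Mt1 peak (chromosome 8, 94179151 to 94180650) had recovered counts of 7, 5 and 6 reads in WT and extrapolated counts of 613, 1554 and 1317 in KO, with a log2 fold change of 7.78 (SE 0.15, limma adjusted p = 3.88e-39). Its input reads rose from 40 in WT to 302 in KO. The intronic Tcf4 peak (chromosome 18, 69511801 to 69518850) rose from 5.93 ± 0.2 to 8.02 ± 0.22 (SD, n = 3; limma adjusted p = 6.2e-17). The Fat1 peak (chromosome 8, 44956201 to 44958750) had a log2 fold change of 3.32 and the Arl15 peak (chromosome 13, 114116851 to 114132750) of 1.47, and their input log2 ratios were -0.01 and 0.18.

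**Figure D1:**
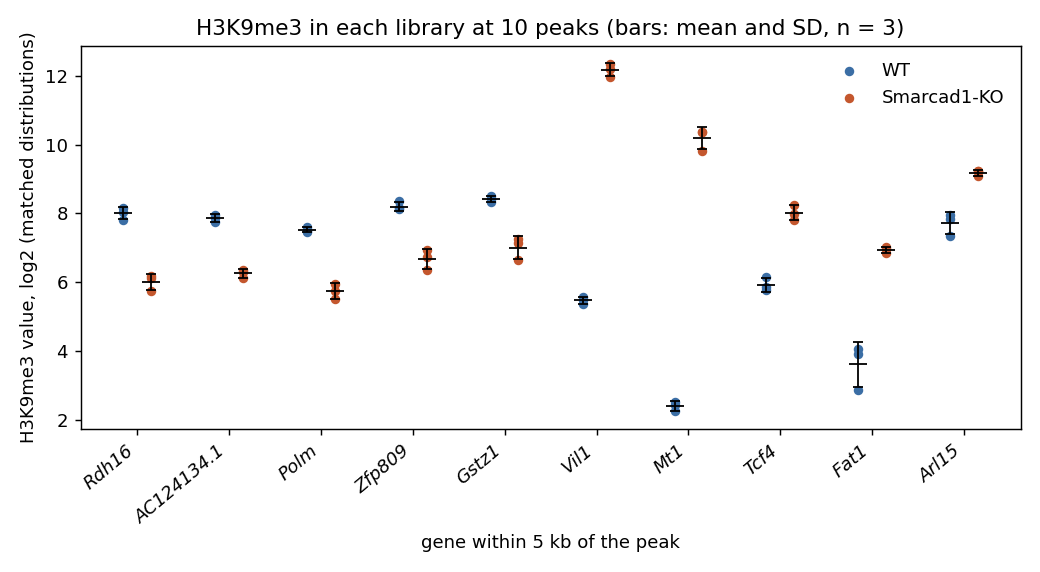
H3K9me3 values per library (y axis, log2 after matching of the distributions) at the 10 peaks named by rule (x axis, gene), with points for the 3 WT and 3 Smarcad1-KO libraries and bars for mean and SD. Peaks were named only if the genotypes did not overlap, so the separation follows from the rule. The log2 fold changes at Vil1 and Mt1 were 6.69 and 7.78.

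**Figure D2:**
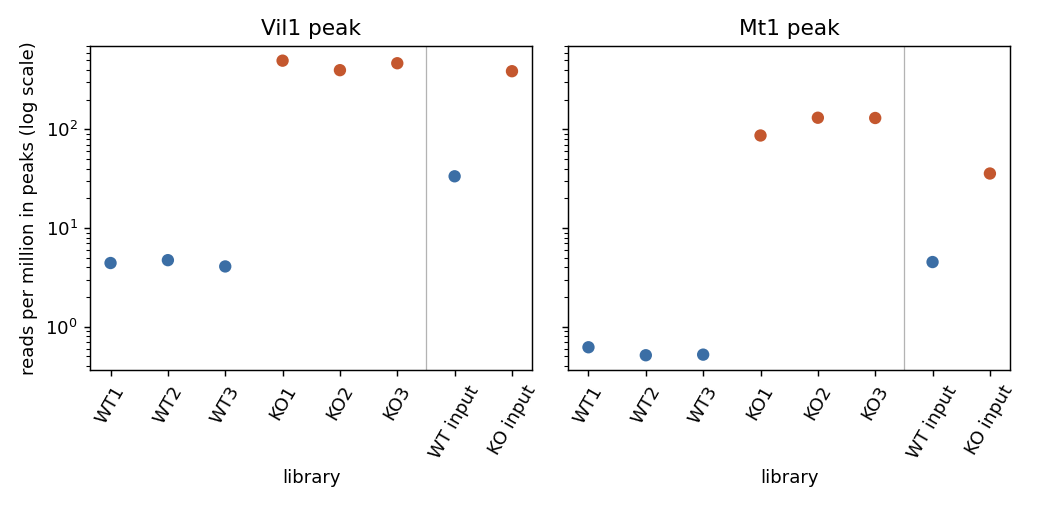
Reads over the peak relative to all reads in H3K9me3 peaks (y axis, log scale) over the Vil1 and Mt1 peaks in each ChIP library and in the 2 inputs (x axis). The KO ChIP counts at both peaks are extrapolated. The KO input lies above the WT input at both peaks, by 3.53 and 2.95 on the log2 scale.

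The study described areas of gain as usually much broader and located within genes. Peak width and gene overlap were compared here. A broad area can hold many peaks, so peak width does not measure the breadth of such areas. Higher peaks had a median width of 2250 bp and lower peaks of 1950 bp, a log2 difference of 0.21 (two-sided permutation test across peaks, p = 6e-05; peaks are not independent replicates). With only peaks changed by at least 1 on the log2 scale, the medians did not differ. Of the higher peaks, 64.4% overlapped a gene, against 28.7% of peaks not called (two-sided Fisher's exact test, p = 2.88e-65). The share was 41.8% for lower peaks (Fisher's exact test, p = 1.72e-88). When not-called peaks were matched on width, their shares were 29.6% and 29.2%. Fisher's exact test also takes peaks as independent, although 163 of the 536 higher peaks lay in the 3 largest clusters. Its p-values therefore overstate the evidence, and a version with 1 peak per cluster was not run.

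Signal was set against input as the background of the same peaks, in classes called on the same libraries, which by itself sets WT and KO apart. In peaks lower in KO, the median log2 ratio of ChIP to input was 0.58 ± 0.04 in WT and -0.32 ± 0.07 in KO (SD, n = 3). In peaks higher in KO it was -0.47 ± 0.14 in WT and 0.28 ± 0.04 in KO. In peaks not called it was -0.07 ± 0.01 and -0.02 ± 0.03.

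**Figure D3:**
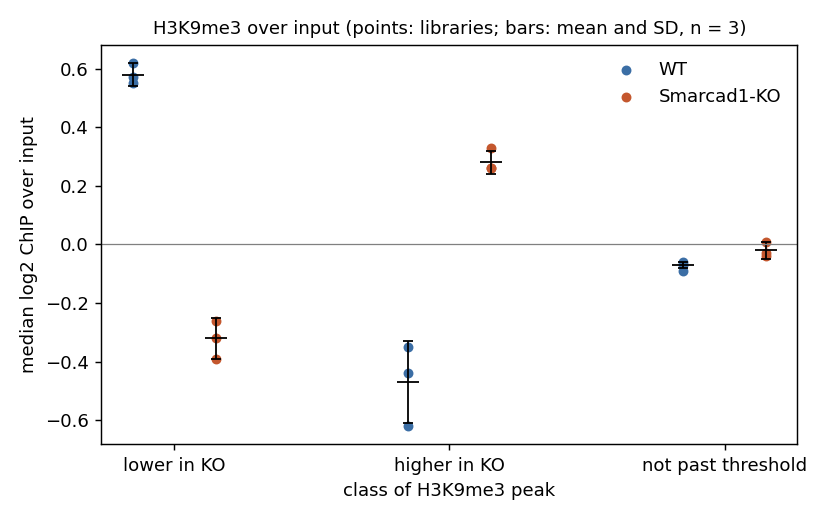
Median log2 ratio of H3K9me3 ChIP to input (y axis) for peaks lower in KO, higher in KO and not past the threshold (x axis), with points for libraries and bars for mean and SD. The WT medians were 0.58 for lower and -0.47 for higher peaks; the classes were called on these same libraries, so their order partly follows from that selection.

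H3K9me3 near genes described as upregulated or mostly upregulated in KO was examined next. Of the 17 listed genes, 8 were the annotated gene of a peak within 5 kb, with 55 peaks in all. The deposited annotation names 1 gene per peak, so a peak also near another listed gene is not counted for it. The median log2 fold change was -0.09 and the set did not pass camera (two-sided, p = 0.0901), fry (p = 0.331) or camera with estimated correlation (p = 0.437). The direction in camera was upward despite the negative median. The study's link between increased expression and decreased H3K9me3 used all differentially expressed genes of organoids. That link was not tested here. The list held 11 higher and 2 lower peaks over all peaks tested, and 11 higher and 4 lower when adjusted over the list alone. Tiam1 contributed 10 of the higher peaks and Mt1 the other. The study names Tiam1 among upregulated genes and elsewhere as a gene with gained H3K9me3 and lower expression; which holds was not analysed here. The lower peaks were at Lyz1 (chromosome 10, 117297751 to 117300750; log2 fold change -0.52, limma adjusted p = 0.0108) and Kirrel2 (chromosome 7, 30446701 to 30448800; -1.05, limma adjusted p = 2.5e-05). The Lyz1 peak no longer passed the threshold without KO replicate 1 (change of -0.37) or WT replicate 2 (-0.49), or in DESeq2 on recovered counts (DESeq2 adjusted p = 0.204).

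The 5 genes described with gained H3K9me3 were chosen by the study on these same libraries, so their counts are not independent evidence. They held 39 peaks, of which 33 were higher and 0 lower over all peaks tested, and 33 higher and 1 lower when adjusted over the list alone. The numbers were 15 of 18 at Tcf4, 10 of 13 at Tiam1, 6 of 6 at Fat1, 1 of 1 at Tlr2 and 1 of 1 at Apobec3. The Tiam1 peak of smallest p (chromosome 16, 89846101 to 89858400) changed by 0.92, the Tlr2 peak (chromosome 3, 83836351 to 83839500) by 0.52 and the Apobec3 peak (chromosome 15, 79894651 to 79895700) by 1.03. The Tlr2 call was lost without WT replicate 3 (change of 0.42) or KO replicate 3 (0.5). In DESeq2 on recovered counts, the Tlr2 (DESeq2 adjusted p = 0.116), Tiam1 (0.116) and Apobec3 (0.0746) peaks were not called.

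**Figure D4:**
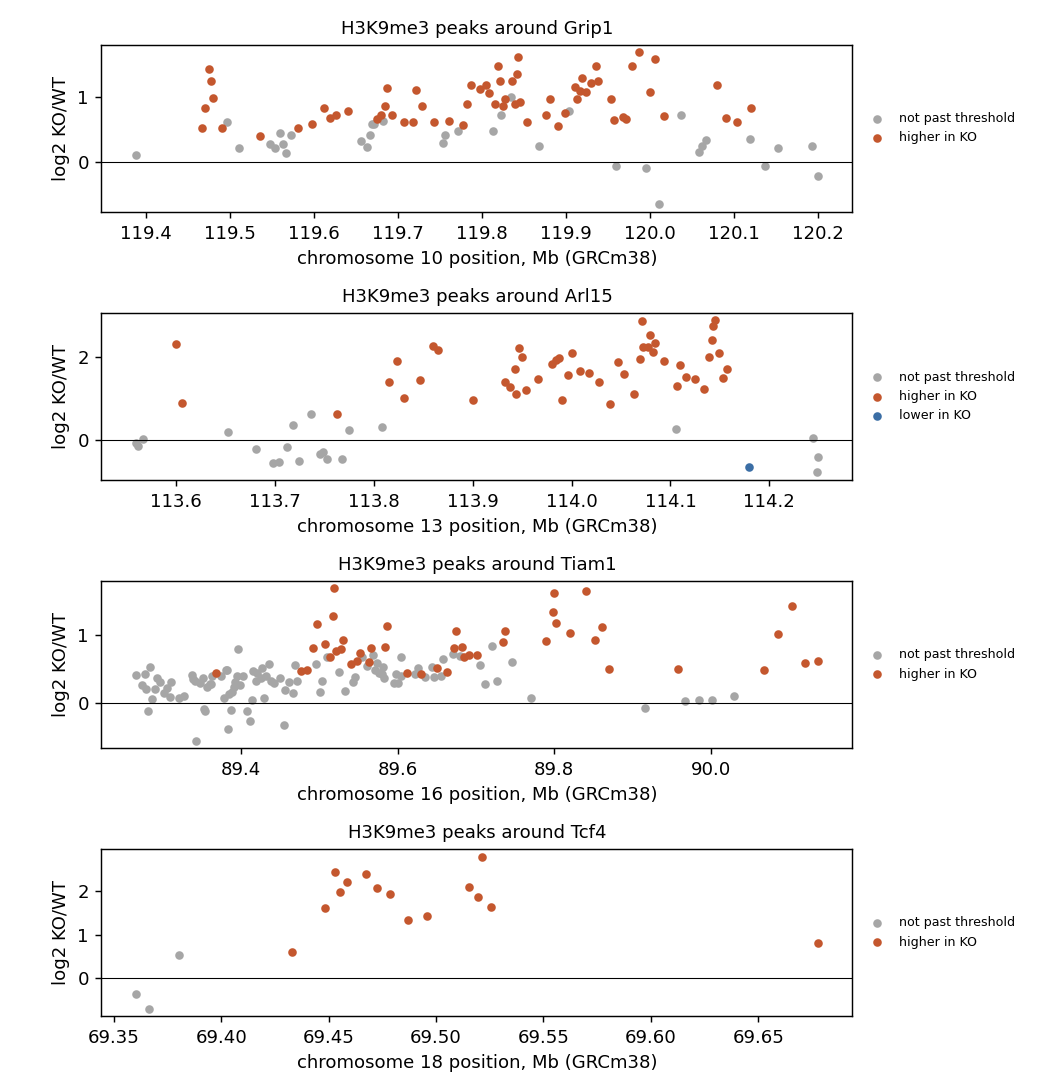
Log2 KO/WT change of every H3K9me3 peak (y axis) along 4 regions of GRCm38 (x axis, Mb) that hold the largest clusters of higher peaks, chosen after their values were seen and drawn with 100 kb on either side, coloured by call. In the cluster around Grip1, 66 of 96 peaks were higher and 0 were lower.

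For H3K9me2, 1 region was lower and 0 were higher in KO. At an unadjusted p under 0.05, 717 regions were lower and 753 higher, and the median log2 fold change was -0.002. TMM normalization centres these changes, so neither value measures the total amount of the mark. By Western blot, the study saw some drop of H3K9me2 in small intestinal crypts. The lower region lay on chromosome 18 from 3810001 to 3859050 and was annotated with Gm24632 (log2 fold change -0.37, edgeR adjusted p = 0.0284). It was not called in 5 of the 6 fits that each left out 1 library. Distances between H3K9me2 libraries were taken as chi-square per degree of freedom. WT replicate 1 lay closer to KO replicates 1 and 2 (2.57 and 2.41) than to WT replicates 2 and 3 (3.71 and 3.65). The fit with genotype alone leaves the difference of WT replicate 1 from the other WT libraries in the residual. KO replicates 1 and 2 lay closer to WT replicate 2 (2.09, 1.5) and WT replicate 3 (2.13, 1.55) than to WT replicate 1. These distances alone do not make WT replicate 1 and KO replicates 1 and 2 a group. With WT replicate 1 and KO replicates 1 and 2 as a block, chosen after seeing the data, 72 regions were lower and 10 higher. The authors' deposited table listed 3 peaks, all on chromosome 17 between 55459801 and 55636800. The regions that contain them changed by -0.53 and -0.3 and did not pass the threshold here (edgeR adjusted p = 0.18). Median ChIP over input was 0 in WT and 0.01 in KO on the log2 scale. The 749 H3K9me2 regions that overlapped an H3K9me3 peak lower in KO had a median change of 0.006 (camera with preset correlation, two-sided, p = 0.407).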

Values the study reported

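The study reported 1407 differentially expressed genes in small intestinal organoids lacking Smarcad1. It also reported 84 sites of changed chromatin accessibility in small intestinal crypts, of which 76 gained and 8 lost accessibility.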

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

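The tests in this part were chosen after the result was seen, except for taking the input ratio off the KO libraries. That correction was chosen before the data were examined. The input libraries entered neither main test between genotypes. They held at least 4 times more KO than WT reads (binomial test, adjusted p under 0.05) at 4 H3K9me3 peaks. Each input is a single library, so animal and genotype are not separated.

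At Vil1 the KO to WT input ratio was 3.53 on the log2 scale, and at Mt1 it was 2.95. Among 148434 peaks with at least 40 input reads they ranked 1 and 2, and the largest ratio elsewhere was 2.27. Extra copies of these sequences in the KO genome, such as a Villin-driven Cre transgene might bring, are a candidate explanation. The study states that the KO mice carry a Vil1-cre transgene, and the Vil1 locus was chosen before the data were examined. The raised KO input at Vil1 goes with extra copies there, but rests on 1 input per genotype. At Mt1 the ratio itself raised the explanation, so it does not support it. No H3K9me2 region overlapped either gene to give a second input. Whether the transgene holds Mt1 sequence was not tested. After the input ratio was taken off, the change was still 3.16 at Vil1 and 4.83 at Mt1, so DNA copies in the input do not account for the full ChIP difference. H3K9me3 on the added copies and H3K9me3 gained on the endogenous genes could not be separated, since reads from both map to one place. RNA reads from such copies, if transcribed, might also count toward Mt1; RNA was not analysed here.

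The other 2 were chosen after their values were seen. An unannotated peak on chromosome 3 from 18886801 had an input ratio of 3.23 (2 WT and 26 KO reads) and a peak at Kcnt2 a ratio of 2.27 (7 and 36 reads). Extra DNA copies would raise the ChIP reads as well, but the ChIP changes were 0.64 (SE 0.35) and 0.06 (SE 0.28). Few reads in a single input remain open as the source, and no biological explanation was tested.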

How the results depend on the processing

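The direction of the H3K9me3 result, more lower than higher peaks, held under every alternative except the input correction. The number of calls depended on the threshold and test. It was 54 lower and 1 higher among the 3624 peaks at least 2-fold over input, 3363 and 257 at an adjusted p under 0.01, 1450 and 188 with a log2 fold change of at least 1, and 2272 and 126 with DESeq2 on recovered counts (chosen after seeing the data). The input correction gave 24359 lower and 31304 higher H3K9me3 peaks and 3480 lower and 3736 higher H3K9me2 regions. It subtracts 1 input ratio from all KO libraries, so the counting error of 2 single inputs enters as if replicated, and these counts are not read as calls. The 6 fits that each left out 1 library gave from 3242 to 4863 lower and from 352 to 535 higher peaks, with the lowest lower count without WT replicate 1 and the lowest higher count without WT replicate 3 or KO replicate 3.

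The H3K9me2 counts depended on the model. With WT replicate 1 and KO replicates 1 and 2 as a block, chosen after seeing the data as the grouping with the most calls, there were 72 lower and 10 higher regions. There were 0 lower regions with quantile normalization and limma, among regions at least 2-fold over input, at an adjusted p under 0.01 and with a log2 fold change of at least 1, 3 with DESeq2, 3 with the exact test, and 6 lower and 1 higher with GC-dependent offsets. Leaving out 1 library gave from 0 to 2 lower and 0 higher. The filter on low counts removed no region.

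Replicate numbers did not pair the H3K9me3 libraries, since deviations of same-numbered libraries correlated at -0.01, 0.01 and -0.01. For H3K9me2 these correlations were 0.18, 0.02 and 0.08. Differently numbered WT and KO libraries of that mark gave from -0.12 to 0.07. A shared replicate effect was therefore not excluded for H3K9me2. With replicate number as a block, H3K9me2 had 15 lower and 2 higher regions, the H3K9me3 width difference was 0.11 (permutation p = 0.194), and the upregulated-gene list kept its median of -0.09 with camera upward (preset correlation, p = 0.0242); H3K9me3 had 5218 lower and 534 higher peaks.

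The median H3K9me3 change was 0.015 with GC-dependent offsets and 0.01, 0.014 and 0.019 on recovered counts with TMM, DESeq2 size factors and loess offsets. The median H3K9me2 change was 0.006 with total counts and 0.001 with quantile normalization or GC-dependent offsets. These shifts exceed the spread between libraries but stay under 0.1. The width difference was 0.51 (permutation p = 1e-05) at an adjusted p under 0.01, 0.32 (p = 0.00371) matched on mean count, 0.3 (p = 1e-05) with peaks within 1 kb merged and 0.32 (p = 1e-05) with TMM on recovered counts. It was 0 (permutation p = 1) with a log2 fold change of at least 1 and with the input correction, 0.11 (p = 0.281) with loess offsets on recovered counts, and from 0 to 0.39 when 1 library was left out, with 0 without WT replicate 2 or WT replicate 3. The cause was not tested.

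For the upregulated-gene list, camera with preset correlation was upward in the main analysis (p = 0.0901) and over peaks overlapping genes only (p = 0.0201, median -0.08). Leaving out single genes, chosen after seeing the data, gave with the same preset correlation 0.5 (p = 4.39e-14) without Tlr4, -0.08 without Kirrel2 (p = 0.0309), Lyz1 (p = 0.0427) or Mbd1 (p = 0.0476), -0.1 without Mt1 (p = 0.575), all with camera upward, and -0.18 with camera downward (p = 0.00669) without Tiam1. The list therefore rests on Tlr4, with 34 of 55 peaks, on Tiam1 and on the single peak at Mt1. H3K9me2 regions at least 50% covered by lower H3K9me3 peaks changed by 0.116 (camera with preset correlation, p = 4.55e-08). ChIP over input in peaks with at least 10 input reads was -0.1 (WT) and -0.05 (KO) for peaks not called, -0.09 and -0.05 for all H3K9me3 peaks, and 0 for H3K9me2 in WT.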

Other observations

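The tests of the input ratio and of ChIP efficiency were chosen after the result was seen. Of the 10 splits of the 6 H3K9me3 libraries into 3 and 3, 1, the real one, gave as many calls, and the others gave 0. With 10 splits the share cannot be under 0.1. GC content is not the whole cause of the lower calls, since 5132 were left after GC-dependent offsets. The shallowest library, KO replicate 1, is not either, since 4053 were left without it. The median input ratio over lower peaks was 0.09, against the direction of the change.

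Lower ChIP efficiency in the KO libraries may account for part of the loss and was not excluded. Peaks were binned by enrichment in WT replicate 1 and the change was taken from the other libraries. Over all peaks the median change grew to -0.15 at a log2 enrichment of 1 to 1.5, as lower efficiency would give, but was -0.08 at 1.5 to 2 (1219 peaks) and -0.06 above 2 (404 peaks), which it would not give. Peaks with few input reads can look enriched by chance, so filters on the reads in each input were added after these values were seen. The changes at 1 to 1.5 and at 1.5 to 2 were -0.28 and -0.17 (245 peaks, SE 0.0238) with at least 10 reads, -0.32 and -0.24 with 20, -0.34 and -0.24 with 30, and -0.32 and -0.32 (61 peaks, SE 0.0531) with 50. The smaller loss at higher enrichment thus argues against efficiency as the whole cause under the first 4 versions and was absent under the strictest.

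Higher H3K9me3 peaks lay in clusters. Joined across gaps of up to 200 kb, the 3 largest clusters held 163 of 536 higher peaks, around Grip1 (66 peaks, 656 kb), Arl15 (51 peaks, 561 kb) and Tiam1 (46 peaks, 775 kb). These were chosen after their values were seen. In 1000 random sets of peaks matched on mean level, the largest cluster had 7 peaks. Extra DNA copies would raise the input, but the median input log2 ratio over the peaks of the 8 largest clusters was 0.14 against a ChIP change of 1.09. A domain-wide gain is a hypothesis that may be worth testing. The H3K9me2 regions over higher H3K9me3 peaks showed no shift as a set (208 regions, median -0.01, camera with preset correlation, p = 0.203).

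H3K9me2 regions at least 50% covered by lower H3K9me3 peaks tended to be higher in KO (117 of 164 regions rose, median 0.116). Count-matched sets of 1000 draws reached at most 0.083, the median after GC-dependent offsets was 0.135, and the median input ratio was -0.128, so read number, GC content and input do not give the shift. The evidence across libraries was weak, since fry gave p = 0.111 and camera with estimated correlation p = 0.0756, 2 of the 10 splits gave as large a median, and the median was from 0.059 to 0.163 when 1 library was left out. The median deviations were -0.002, 0.056 and 0.174 in KO replicates 1 to 3 and -0.007, -0.068 and -0.062 in WT replicates 1 to 3. A gain of H3K9me2 where H3K9me3 was lost may be real or may come in part from differences between single libraries, with KO replicate 3 the furthest out.

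For H3K9me2, 3 of the 10 splits gave as many calls as the real one, and a split that grouped WT replicate 1 with KO replicates 1 and 2 gave 770. With that grouping as a block, the genotype test gave 72 lower and 10 higher regions; each of the other 8 groupings as a block gave at most 1. The source of the grouping is not known, and since it was picked for its calls, the 72 and 10 are not read as a result. The low count with genotype alone does not show that H3K9me2 was unaffected. In the 100 kb around the 3 peaks of the authors' deposited table, 14 of 15 regions were lower in KO (median -0.24). The median input ratio there was -0.03, which argues against fewer DNA copies as the cause.

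A pair of loci, chosen after their values were seen, differed between libraries within a genotype. A peak on chromosome 11 from 3099751 to 3113100 had extrapolated counts of 6008 reads in WT replicate 1 and between 500 and 1162 in the other libraries, with 2093 reads in the WT input and 477 in the KO input. It is counted among the lower peaks (limma adjusted p = 0.00699). A peak on chromosome 13 from 22156651 to 22158750 held 161, 70 and 7 reads in WT and 4, 121 and 50 in KO.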
